A study of Mus musculus with 12 samples. Its data were reported in "Engrafted parenchymal brain macrophages differ from microglia in transcriptome, chromatin landscape and response to challenge" (2018).

How the data were processed

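Open chromatin was profiled by ATAC-seq, in which a transposase inserts sequencing adapters into accessible DNA, in brain macrophages sorted from bone marrow (BM) chimeric mice. Per the labels, mice were irradiated with 950 cGy and given donor bone marrow, and were kept for 3.5 or 9 months. They were then either left untreated or injected with 2.5 mg/kg of lipopolysaccharide (LPS), a bacterial endotoxin, and killed 12 h later. The labels do not state which interval applied to which mouse, and the study's text gives the longer one for these profiles. From each brain, cells carrying the CD45.1 form and cells carrying the CD45.2 form of the leukocyte antigen CD45 (gene Ptprc) were sorted. In the study CD45.1 cells derive from the graft and CD45.2 cells are the host microglia. The 12 libraries form 4 groups of 3, namely CD45.1 untreated and CD45.2 untreated (mice 4, 5 and 6) and CD45.1 LPS and CD45.2 LPS (mice 1, 2 and 3).

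The authors called peaks separately in each library with HOMER's findPeaks. Per the file headers the fragment length was set to 300 bp, the false discovery rate to 0.001 and the minimum enrichment over the local background to 4-fold. Each deposited peak carries a HOMER score, which is the number of tags found at the peak and is not scaled for depth. The scores were used here only to filter peaks within a library set. In some lists the same coordinates were repeated (0 to 28.2% of the entries, 28.2% in CD45.1 LPS mouse 3), and distinct coordinates were counted. The authors then merged the 6 lists of each treatment into a common set of peaks, annotated each merged peak to the nearest transcription start site, and counted tags per merged peak in each of the 6 libraries. The values the authors deposited are unnormalized tags, treated as estimated counts (expected counts), in steps of 0.5 tag because each mate of a pair counted 0.5. Of the values, 49.1% in the untreated table and 47.7% in the LPS table were not whole. The methods of the study name HOMER, a reproducibility filter on the peaks and DESeq2. Their calling settings differ from those in the headers, among them a looser false discovery rate. The deposited peaks may thus not be the set that the study counted. In the merged tables, 19.6% of the untreated and 25.9% of the LPS peaks came from 1 of the 6 lists, so presence in several libraries was not a condition for entering them. The aligner, the removal of duplicates and any shift of the read ends for the transposase are not stated. Duplicates, if left in, would make counts look more precise than they are, and an unshifted end would move a tag by a few bases, which matters for the edges of narrow peaks.

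Coordinates are those of the deposited tables, on the mouse build mm9 (NCBIM37) according to their headers. The reference genome used here has the same build, and its annotation is GENCODE vM1. Of promoter peaks whose gene symbol it also holds, 98.8% lay within 1500 bp of a start site of that symbol in both tables. No peak reached past the end of its chromosome. Every column of values was assigned to a sample by its name.

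Total tags per library, as the headers give them, ranged from 8392877.5 to 9107770 in untreated mice and from 2966364 to 6556594.5 after LPS. Tags in merged peaks ranged from 1680263.5 to 3348848 and from 779253 to 2121732.5. The median count per merged peak ranged from 16 to 35 tags in untreated and from 8 to 23.5 tags in LPS libraries, so a single peak in an LPS library carries more counting error. Intervals and limits of detection given here cover counting error only.

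Peak counts were tested with DESeq2 1.42.0 in R 4.3.3, after rounding the estimated counts to whole numbers. Each table was fitted alone (3 against 3 libraries) with median-of-ratios size factors, which ranged from 0.610 to 1.29 (untreated) and from 0.571 to 1.68 (LPS). Peaks with a count over 10 in at least 1 of the 6 libraries were kept, 59170 of 60288 untreated and 49180 of 54953 LPS peaks. A peak was called where the Benjamini-Hochberg adjusted p of the Wald test was under 0.01 and the unshrunken difference was more than 4-fold. The test and the fold limit follow the study. An adjusted p that DESeq2 left undefined was kept as such. A log2 fold change is that of CD45.1 over CD45.2, so a negative value means more accessible chromatin in CD45.2. Where all libraries of the lower group held at most 3 tags, the fold is given as a lower bound computed at 3 tags. SD stands for the standard deviation and SE for the standard error of a log2 fold change.

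Peaks of the 2 tables were matched one to one where they overlapped reciprocally by at least 50%. This gave 39390 pairs, of which 39235 passed the filter on counts. One DESeq2 model over all 12 libraries tested the interaction of population and treatment (adjusted p under 0.05) and LPS against untreated within each population (adjusted p under 0.05 and more than 2-fold). Treatment and table go together, because the peaks of each treatment were called, merged and counted separately and had median widths of 132 bp (untreated) and 167 bp (LPS). A constant factor between the tables at a peak cancels in the interaction and does not cancel in the comparison of LPS with untreated mice.

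Counts were also summed over all peaks annotated to a gene and tested in the same way for 8 loci that the study shows (Sall1, Klf12, Apoe, Ms4a7, H2-Ab1, Dbi, Marco and Spp1). The study's text names Klf2 where its figure shows Klf12, and Klf12 was taken. The study chose these loci on the same libraries. Another 6 lists hold genes that the study names from RNA sequencing of other libraries as higher in grafted cells (14 genes), higher in host cells (12), similar in both (6), induced by LPS in grafted cells (5), in host cells (4) or in both (3). Of these genes, 2, 2, 1, 1, 1 and 0 are also among the 8 loci. The peaks of each list were tested together with fry (limma 3.58.1) on the fit of edgeR 4.0.16, two-sided, with adjustment over 14 tests. Shares of called peaks at promoters and within 25 Mb of Ptprc were compared with two-sided Fisher's exact tests, the former against tested peaks whose mean count reached the lowest mean of a called peak. Differences per library were tested over the 6 mice with an exact two-sided paired permutation test, whose smallest possible p is 0.03125. The 200 bp around the centre of each called peak more than 1000 bp from a start site were searched on both strands for 9 consensus motifs. The motifs were CEBP (TTRYGYAA), AP-1 with a spacer of 1 base (TGANTCA) or 2 bases (TGANNTCA), IRF (GAAANNGAAA), RFX (GTTGCCWKG), NF-kappaB (GGGRNNYYCC), PU.1 (GAGGAAGT), MEF2 (CTAWWWWTAG) and RUNX (TGTGGTTT). Peaks higher in CD45.1 were compared with peaks higher in CD45.2 by Fisher's exact test and by a Mantel-Haenszel test within quintiles of GC content, with adjustment over 18 tests of each kind.

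Both populations were sorted from the same animals according to the design text of the series, so the mouse number pairs the libraries. Over peaks, the residuals of the 2 libraries of a mouse correlated with r of 0.0821, 0.0762 and 0.0897 for untreated mice 4, 5 and 6 and −0.0640, 0.0591 and 0.149 for LPS mice 1, 2 and 3. The study's methods name no such term, so the main fits have none, and fits with the mouse as a block are given where they change a call or move a count by more than 1.5 times.

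The groups, the tests, the thresholds, the 8 loci, the rule for naming peaks and most alternatives were fixed before the data were examined. The peaks named are, in each table and direction, the 5 called peaks with the smallest adjusted p among those whose groups do not overlap, each called peak annotated to Marco or Spp1, and the 5 peaks with the smallest adjusted p for the interaction and for LPS in each population. The alternatives were edgeR's quasi-likelihood test, TMM factors or total tags for scaling, no filter or a mean count of at least 20, an unadjusted p, no fold limit, shrunken fold changes, the mouse as a block, 90% overlap, peak width as an offset, other promoter definitions and windows, camera in place of fry with its preset correlation of 0.01, peaks within 10 kb of a start site, the highest peak of a locus alone, stricter peak scores, another overlap of peaks, and leaving out each library. Chosen after seeing the data were doubled tags, a GC correction within each library (20 bins of peak GC content) with and without the block, counts over matched peaks only, and repeated peak coordinates.

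The procedures were tested on simulated counts drawn from the means and library sizes of the real peaks, with 200 peaks changed by known folds between 8 and 16. The changed peaks had a mean count of at least 20. The spread between libraries was a set function of the mean and was not fitted to these libraries. Called real peaks had a median mean count of 13.9 (untreated) and 11.8 (LPS), so recovery at the counts of most called peaks was not tested. DESeq2 recovered 200 of 200 among 57581 untreated peaks and 199 of 200 among 44652 LPS peaks, with no false call in either. For a simulated 8-fold interaction it recovered 166 of 200 with 10 false calls among 59170 peaks, and 155 with 1 false call with the block. The LPS comparison in CD45.1 recovered 183 of 200 with 11 false calls among 59170 peaks. The test of lists found the 1 changed list in each table and gave a p under 0.05 for 4 of 50 unchanged lists. Overlaps used GenomicRanges 1.54.1, and files were prepared with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. The RNA sequencing that the study sets beside these profiles was not used here.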

Results

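Accessible chromatin was measured by ATAC-seq in CD45.1 cells, which derive from the bone marrow graft, and in CD45.2 cells, the host microglia, sorted from the brains of the same chimeric mice. From 3 untreated mice and 3 mice challenged with LPS, 12 libraries were made, 3 for each population and treatment. The comparisons ask whether grafted cells and host microglia differ in their chromatin at rest and after the challenge, and whether they respond differently to it.

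Untreated libraries held 8505856 ± 96717 total tags (SD, n = 3) for CD45.1 and 8696374 ± 369459 for CD45.2. After LPS, libraries were shallower, with 3899796 ± 426277 tags for CD45.1 and 4689915 ± 1799390 for CD45.2. The share of tags in a library's own peaks was 20.7% ± 2.67 in CD45.1 and 20.8% ± 10.02 in CD45.2 of untreated mice, and 18.4% ± 3.40 and 15.7% ± 2.05 after LPS. The CD45.2 library of untreated mouse 4 had the lowest share, 9.30%, against 27.2% and 26.0% in mice 5 and 6. Distinct peaks per library numbered 55980 ± 5576 and 57347 ± 18379 in CD45.1 and CD45.2 of untreated mice, and 35453 ± 6056 and 34663 ± 9791 after LPS. Paired by mouse, the difference of CD45.1 minus CD45.2 libraries was −288.5 peaks (SD 15241, 6 mice, higher in CD45.1 in 2 of them), which was within the spread between mice (exact paired permutation test, two-sided, p = 1). Counting repeated coordinates as well turned the difference to 1873 more peaks in CD45.1 (exact p = 0.875). Without untreated mouse 4, 5 or 6 or LPS mouse 1, 2 or 3 it was −4886, 1565, 3102, −3068, 1218 or 337.2 peaks. The share of tags in peaks differed by 1.27 percentage points (SD 7.77, exact p = 0.719), and by −1.01 points without untreated mouse 4.

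To compare grafted cells and host microglia at rest, the merged untreated table was used. It held 60288 peaks annotated to 16195 genes, of which 22.2% lay at promoters, 38.9% in introns and 32.6% between genes. Log counts correlated with r between 0.896 and 0.950 among libraries of one population and between 0.639 and 0.770 across populations, and the first principal component (71.5% of the variance) separated the populations. Of 59170 tested peaks, 3804 (6.43%) were called by DESeq2 at an adjusted p under 0.01 and more than 4-fold. Of these, 2237 (1504 genes) were higher in CD45.1 and 1567 (986 genes) were higher in CD45.2. In all 3804 the libraries of the 2 populations did not overlap, as in 35.4% of all tested peaks, where chance alone gives 10%. The median fitted log2 fold change was 3.27 among peaks higher in CD45.1 and −3.24 among peaks higher in CD45.2, or 2.64 and −2.57 with the 904 and 664 peaks whose lower group was at the floor of 3 tags set to their bound. Most tested peaks (80.3%) differed by less than 2-fold. The alternative that moved these counts most was a mean count of at least 20, which left 686 and 441 calls. Of single libraries, leaving out CD45.2 of mouse 5 gave 1347 and 965 calls, and leaving out CD45.2 of mouse 6 gave 1001 calls higher in CD45.2. With the mouse as a block and a GC correction in the same fit, 1321 peaks were called higher in CD45.1.

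**Figure D1:**
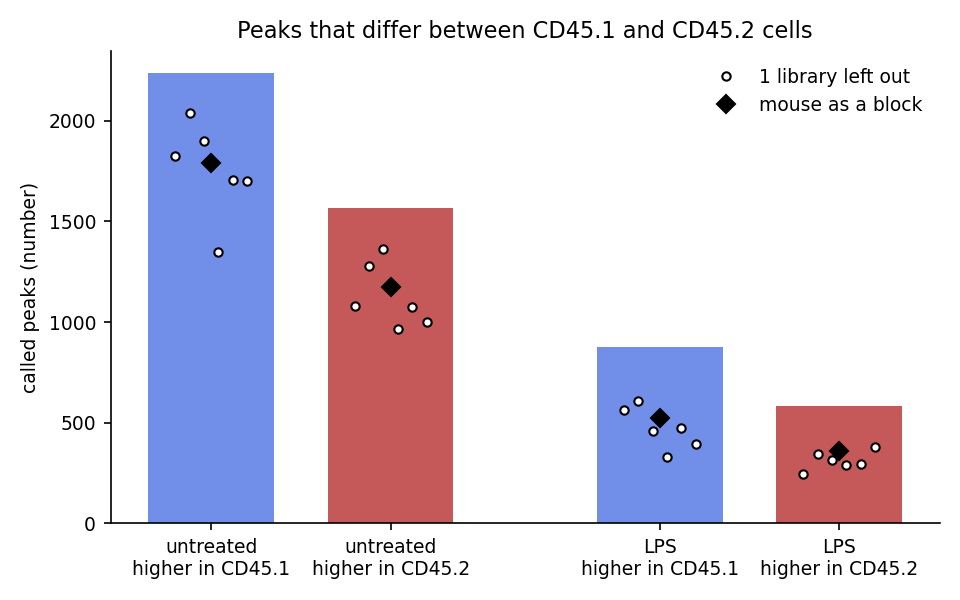
Number of called peaks (adjusted p under 0.01, more than 4-fold) higher in CD45.1 or CD45.2 cells of untreated and LPS-challenged mice, as bars. Open circles are the fits without 1 library and diamonds the fits with the mouse as a block, which lie below each bar, from 242 to 377 against 585 for LPS peaks higher in CD45.2.

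The named peaks are on mm9 and all have n = 3 libraries per population. Among untreated peaks higher in CD45.1, the smallest adjusted p belonged to an intergenic peak on chromosome X, 166436002 to 166436297, nearest to G530011O06Rik (log2 fold change 2.67, SE 0.211, DESeq2 adjusted p 2.59e-32), with 221 ± 26.3 normalized tags against 35.0 ± 2.35. The next was the promoter of Hs3st1, chromosome 5, 40035887 to 40036017, with 179 ± 41.8 tags against 4.79 ± 2.75 (5.32, SE 0.439, adjusted p 1.11e-29). Intergenic peaks near Gm9733, 4930474N05Rik and Apoc4-apoc2 followed, with log2 fold changes from 3.95 to 4.58. Among peaks higher in CD45.2, an intergenic peak on chromosome 3, 5860586 to 5860702, with the start site of Pex2 nearest at −284396 bp, had 59.7 ± 5.03 tags in CD45.1 and 340 ± 83.2 in CD45.2 (−2.50, SE 0.194, adjusted p 2.71e-33). A peak in the intron of 4930511A08Rik, chromosome 6, 94109334 to 94109450, had 7.71 ± 1.31 against 169 ± 15.1 tags (−4.43, SE 0.346, adjusted p 5.18e-33). A pair of intergenic peaks upstream of Hapln1 and a peak in intron 7 of Slc1a3 followed, with log2 fold changes from −4.20 to −3.25. These 10 peaks kept an adjusted p under 0.01 with edgeR, the block, the GC correction and without each library, the highest being 7.33e-08. By gene, Trps1 had the most peaks called higher in CD45.1 (12 of 29 tested), and Klf12 and Sall1 the most called higher in CD45.2 (20 of 22 each).

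At the 8 fixed loci, counts were summed over all peaks annotated to each gene and are given as normalized tags, CD45.1 first, with n = 3 and DESeq2 adjusted p over 16166 genes. Sall1 (chromosome 8, 91551147 to 91568061) had 111 ± 82.7 against 1042 ± 65.4 tags in untreated mice (log2 fold change −3.23, SE 0.758, adjusted p 0.000323). The CD45.1 libraries spread from 23.2 to 187 tags there, and CD45.1 gave 10.9%, 14.5% and 2.35% of the signal in mice 4, 5 and 6. Klf12 (chromosome 14, 100269869 to 100549015) had 39.9 ± 6.02 against 599 ± 35.3 tags (−3.90, SE 0.172, adjusted p 1.01e-109). Apoe (chromosome 7, 20281458 to 20284515) was higher in CD45.1, with 192 ± 12.96 against 60.1 ± 4.89 tags (1.66, SE 0.188, adjusted p 1.29e-16). Ms4a7 (chromosome 19, 11395529 to 11410636) was also higher, with 161 ± 14.5 against 61.1 ± 6.76 tags (1.38, SE 0.197, adjusted p 1.71e-10), although its strongest peak alone did not differ (−0.02). H2-Ab1 (chromosome 17, 34400154 to 34406363) had 266 ± 67.9 against 219 ± 20.3 tags, a difference within the spread between replicates (0.29, SE 0.168, adjusted p 0.319). Dbi (chromosome 1, 122009857 to 122017655) had 10.4 ± 7.61 against 121 ± 1.52 tags in its only peak (−3.58, SE 0.341, adjusted p 2.22e-23).

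Marco (chromosome 1, 122371115 to 122401661), which encodes a scavenger receptor, had 4.25 ± 0.896 tags in CD45.1 and 230 ± 15.3 in CD45.2 of untreated mice (log2 fold change −5.78, SE 0.431, DESeq2 adjusted p 3.73e-38), and all 6 of its peaks were called. All are intergenic and held at most 2 tags in any CD45.1 library. Accessibility in CD45.2 was at least 21.4-fold higher at 122414329 to 122414447, at least 18.7-fold at 122346288 to 122346433, at least 15.0-fold at 122364047 to 122364168, at least 9.91-fold at 122365593 to 122365736, at least 8.21-fold at 122407033 to 122407159 and at least 4.18-fold at 122429277 to 122429371. Spp1 (chromosome 5, 104864137 to 104870069) had 94.0 ± 4.77 against 65.7 ± 7.75 tags (0.53, SE 0.217, adjusted p 0.0818). This passed 0.05 with edgeR (0.53, adjusted p 0.0197) and at the strongest peak alone (0.92, adjusted p 0.0396). Of the 8 loci, 6 had an adjusted p under 0.05 over all genes and 7 when adjusted over the list alone, which is not independent evidence since the study chose the loci on these libraries. Over the list, Spp1 did not pass with the mouse as a block (0.0712) or without CD45.2 of mouse 5 or 6 (0.0726 and 0.0938). H2-Ab1 passed over the list without CD45.1 of mouse 5 (log2 fold change 0.43, adjusted p 0.0189), but not over all genes (0.102). Without CD45.1 of mouse 6 the log2 fold change of H2-Ab1 was 0.07. Klf2, which the study's text names where its figure shows Klf12 and which was chosen after its values were seen, had 1 called peak in untreated mice (chromosome 8, 74846463 to 74846573), which was higher in CD45.1 (2.84, adjusted p 1.17e-14).

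**Figure D2:**
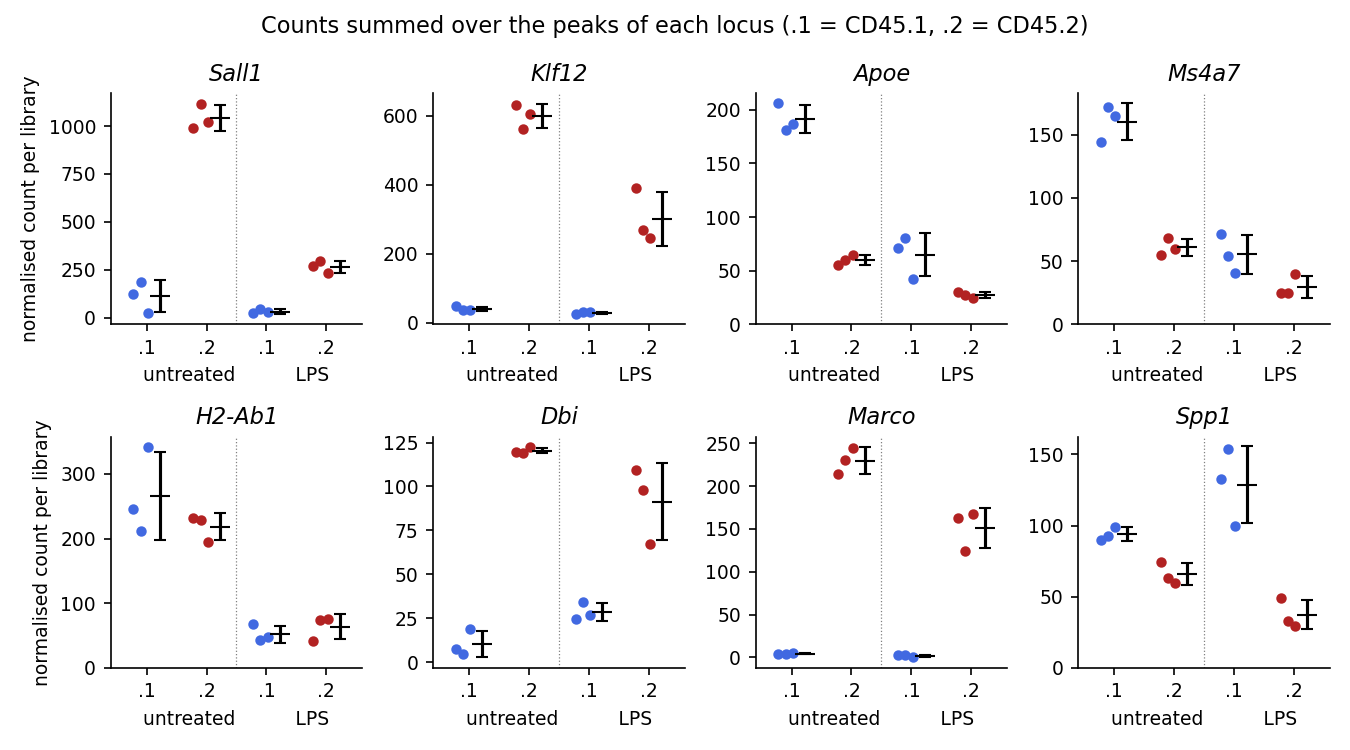
Normalized tags summed over the annotated peaks of each of the 8 loci, per library (points), with the mean and SD of 3 libraries (bars), for CD45.1 and CD45.2 cells of untreated and LPS-challenged mice. The untreated and LPS parts were scaled separately, and Marco stayed under 5.3 tags in each CD45.1 library while its lowest CD45.2 library held 124.

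After the LPS challenge the merged table held 54953 peaks (16156 genes), with 22.7% at promoters, 38.1% in introns and 33.2% between genes. Libraries of one population correlated with r between 0.847 and 0.912 and those of different populations between 0.684 and 0.758, and the first component (54.3%) again separated the populations. Of 49180 tested peaks, 1459 (2.97%) were called by DESeq2, 874 (640 genes) higher in CD45.1 and 585 (415 genes) higher in CD45.2. The libraries of the 2 populations did not overlap in all 1459, as in 27.1% of all tested peaks, against 10% by chance. Median fitted log2 fold changes were 3.44 and −3.69, or 2.54 and −2.54 with 368 and 334 peaks at their bound. A difference under 2-fold was found in 81.9% of tested peaks. With the mouse as a block, 525 and 357 peaks were called, and with a GC correction in that fit 349 in each direction. These counts depended on single libraries. Without CD45.1 of mice 1, 2 and 3 the calls higher in CD45.1 were 564, 460 and 475, and without CD45.2 of mice 2 and 3 they were 328 and 392. Calls higher in CD45.2 were 242, 316 and 295 without CD45.1 of mice 1, 2 and 3 and 345, 287 and 377 without CD45.2 of these mice. Scaled to total tags, all peaks shifted by a median log2 fold change of 0.14, and 997 and 455 peaks were called.

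Among LPS peaks higher in CD45.1, the smallest adjusted p was at an intergenic peak at −25317 bp from the start site of Col19a1, chromosome 1, 24619519 to 24619667, with 270 ± 60.0 normalized tags against 16 ± 7.39 (log2 fold change 4.23, SE 0.297, DESeq2 adjusted p 1.83e-41). The GC content of this peak was 29.5%. No peaks were removed here for uncertain mapping, so a mapping artifact at this peak was not tested. The promoter of Hs3st1 was again among the first, with 102 ± 22.6 against 5.08 ± 0.285 tags (4.33, SE 0.438, adjusted p 3.91e-19), as was the peak near G530011O06Rik, with peaks in introns of Stap1 and Mdfic. Among peaks higher in CD45.2, the intron of 4930511A08Rik came first, with 4.03 ± 1.19 against 133 ± 22.9 tags (−5.06, SE 0.475, adjusted p 4.07e-22), before the promoter of Garem1, a peak near Axin2, the promoter of Nova1 and the peak near Pex2, with log2 fold changes from −3.57 to −2.49. These 10 peaks kept an adjusted p under 0.01 with edgeR, the block, the GC correction and without each library (highest 4.35e-08).

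At the study loci after LPS, with n = 3 and adjusted p over 15652 genes from DESeq2, Sall1 had 30.9 ± 11.3 against 265 ± 32.1 tags (log2 fold change −3.15, SE 0.246, adjusted p 4.7e-34), and all 11 tested peaks were called. Klf12 had 28.9 ± 3.01 against 302 ± 78.3 tags (−3.38, SE 0.252, adjusted p 2.06e-37), and Dbi had 28.6 ± 5.16 against 91.4 ± 21.7 (−1.67, SE 0.294, adjusted p 1.05e-06). Apoe had 64.8 ± 20.1 against 27.3 ± 2.49 tags (1.26, SE 0.318, adjusted p 0.00227). The adjusted p of Apoe was 0.0529 with the block, 0.0904 without CD45.1 of mouse 2 and 0.0536 without CD45.2 of mouse 3. Spp1 had 129 ± 27.1 against 37.4 ± 10.5 tags (1.84, SE 0.266, adjusted p 6.14e-10), with 1 of 4 tested peaks called, and 3 higher in CD45.1 at an adjusted p under 0.01 with no fold limit. The called peak, at −54363 bp from the start site on chromosome 5, 104809670 to 104809865, had 56.9 ± 17.8 against 13.4 ± 6.62 tags (2.21, SE 0.399, adjusted p 5.37e-06). Ms4a7 did not pass (0.86, SE 0.329, adjusted p 0.0979), although it did with edgeR (adjusted p 0.0407), and its strongest peak alone went the other way (−0.28). H2-Ab1 did not differ beyond the spread (−0.32, SE 0.289, adjusted p 0.665). Again 6 of the 8 loci passed over all genes and 7 when adjusted over the list alone, where Ms4a7 did not pass without CD45.1 of mouse 1 (0.112) or CD45.2 of mouse 2 (0.0774). Klf2 had 1 called LPS peak, also chosen after its values were seen and higher in CD45.1 (chromosome 8, 74846397 to 74846584, 2.33, adjusted p 1.61e-06).

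Marco was again confined to CD45.2 as far as the depth shows, with 151 ± 23.5 tags against at most 2.65 in any CD45.1 library, which is at least 48.7-fold higher. Of its 7 tested peaks, 6 were called. The bounds were at least 11.7-fold at 122429207 to 122429426, 10.1-fold at 122414260 to 122414454, 7.47-fold at 122346281 to 122346488, 7.42-fold at 122348170 to 122348323, 5.50-fold at 122365566 to 122365742 and 4.87-fold at 122364008 to 122364196. The last was not called without CD45.1 of mice 2 and 3 or CD45.2 of mice 2 and 3 (DESeq2 adjusted p 0.0345, 0.0333, 0.0189 and 0.0226). The peak at 122365566 was not called with the mouse as a block (log2 fold change −5.24, adjusted p 0.116), nor without CD45.1 of mice 1 and 3 or CD45.2 of mice 1 and 3 (0.0407, 0.0288, 0.0361 and 0.153). The peak at 122348170 to 122348323 was called only in the LPS table.

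Called peaks lay away from promoters in both tables. In untreated mice, 212 of 3804 called peaks (5.57%) were at promoters, against 12979 of 55322 (23.5%) that could have been called, an odds ratio of 0.193 (95% confidence interval 0.167 to 0.222, Fisher's exact test, two-sided, p 1.1e-187). After LPS it was 110 of 1459 (7.54%) against 25.1%, with an odds ratio of 0.244 (0.198 to 0.296, p 5.3e-66). Peaks are not independent replicates, so these p-values describe the peaks of these libraries. The alternative that moved the ratio most in untreated mice was a promoter of 1 kb around start sites (0.166), and after LPS the edgeR calls (0.207). The populations differ at Ptprc (chromosome 1, 139959438 to 140071882) by design. Within 25 Mb of it, 83 of 1054 tested untreated peaks (7.87%) were called, against 3721 of 58116 elsewhere (6.403%), an odds ratio of 1.25 (0.984 to 1.57, p 0.0571), and 30 of 892 against 1429 of 48288 after LPS (1.14, 0.762 to 1.65, p 0.485). With a window of 50 Mb the odds ratios were 1.28 (p 0.00281) and 1.45 (p 0.00286). Of the untreated calls, 97.8% lay outside the 25 Mb. Marco and Dbi lie within the 25 Mb, so DNA carried along with the Ptprc alleles is not ruled out for their differences.

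The study related accessibility to transcription factor motifs with a machine-learning model. At rest it reported CEBPa, RFX and Jun motifs as preferred in grafted cells and IRF8 motifs as preferred in host microglia. Its model set intergenic peaks of each population against background sequence, which is another comparison than the one made here. Here distal peaks higher in CD45.1 (2118 untreated, 818 LPS) were compared with distal peaks higher in CD45.2 (1437 and 514) for 9 consensus motifs. The CEBP motif was present in 12.5% against 2.37% of untreated peaks (odds ratio 5.90, adjusted p 1.86e-29) and in 3.99% of distal peaks that were not called. Peaks higher in CD45.1 were poorer in GC (median 43.0% against 50.5% over the 200 bp searched), and within GC quintiles the odds ratio of CEBP was 4.57 (95% confidence interval 3.01 to 6.93, adjusted p 1.03e-13). The AP-1 motif with a spacer of 1 base was present in 18.04% against 8.35% (2.14 within GC quintiles, 1.66 to 2.77, adjusted p 2.43e-08), and RUNX in 5.90% against 1.60% (2.47, 1.499 to 4.05, adjusted p 0.000901). IRF and MEF2 were more frequent in CD45.1 peaks as counted (odds ratios 2.59 and 2.82, adjusted p 3.71e-08 and 0.00503), and did not differ within GC quintiles (1.11 for both, adjusted p 0.721 and 0.981). After LPS, CEBP (13.2% against 4.09%, 2.69 within quintiles, adjusted p 0.00158), AP-1 with a spacer of 1 base (33.5% against 17.7%, 2.26, adjusted p 1.01e-06) and IRF (6.72% against 1.17%, 3.00, adjusted p 0.0121) were more frequent in CD45.1 peaks. The IRF result rests on 6 of 514 CD45.2 peaks (95% confidence interval within quintiles 1.32 to 6.80). AP-1 with a spacer of 2 bases, RFX, NF-kappaB and PU.1 passed in neither table within GC quintiles, with adjusted p from 0.187 to 0.613, and neither did RUNX after LPS (1.65, adjusted p 0.327) or MEF2 after LPS (0.168, adjusted p 0.293).

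**Figure D3:**
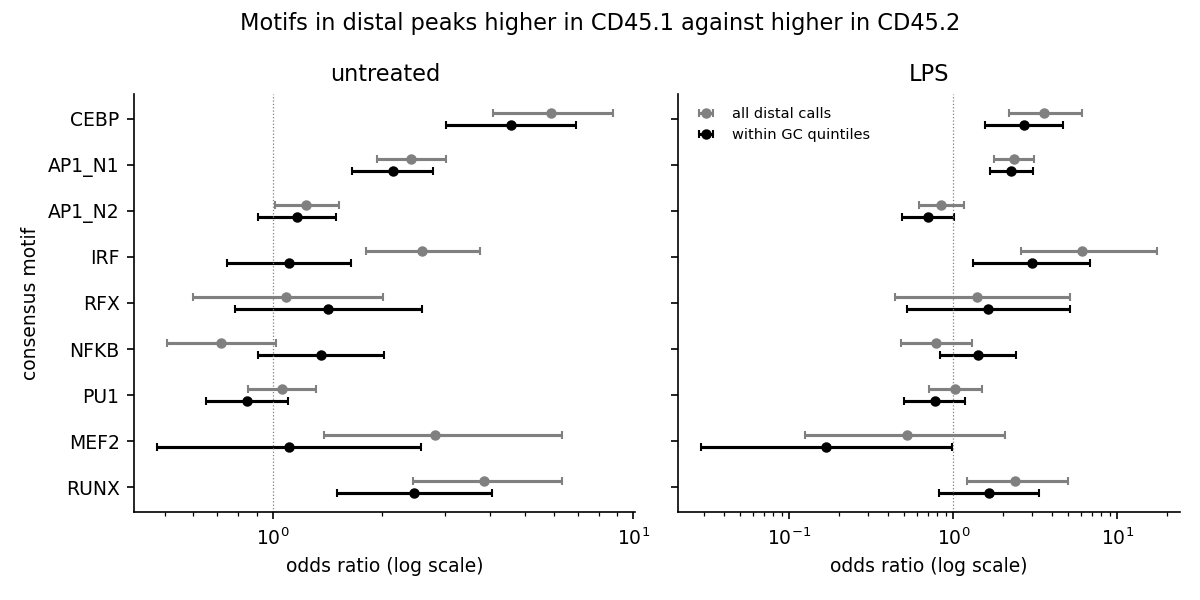
Odds ratios (log scale, with 95% confidence intervals) of 9 consensus motifs in distal peaks higher in CD45.1 against distal peaks higher in CD45.2, for all called distal peaks (grey) and within quintiles of GC content (black), in untreated and LPS-challenged mice. AP1_N1 and AP1_N2 are the AP-1 motifs with spacers of 1 and 2 bases, and the untreated IRF motif moved from 2.59 to 1.11 within quintiles.

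To compare the treatments, 39390 peaks were matched between the tables (65.3% of untreated and 71.7% of LPS peaks). Of the calls in each table, 1636 of 3804 untreated and 516 of 1459 LPS calls had no partner and are outside the comparisons between treatments. Over 39235 tested matched peaks, the log2 fold change between populations in untreated mice correlated with that after LPS across peaks (Pearson r 0.825, Spearman rho 0.586, peaks not being independent replicates). The 867 peaks called in both all had the same direction, and 2142 of 2153 untreated calls (99.5%) kept their sign after LPS. Calls higher in CD45.1 at rest had a median log2 fold change of 3.15 in untreated and 2.22 in LPS mice, and calls higher in CD45.2 had −3.04 and −2.80. In the reverse direction, LPS calls had medians of 3.37 in LPS and 3.97 in untreated mice when higher in CD45.1, and −3.52 and −3.45 when higher in CD45.2.

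LPS against untreated within a population cannot be separated from the separate calling and counting of the 2 tables. With that limit, DESeq2 called 4609 matched peaks in CD45.1 (2657 higher and 1952 lower after LPS) and 4466 in CD45.2 (3015 and 1451). Scaling by total tags, which also shifted the median of all peaks in CD45.2 by −0.15, gave 2620 in CD45.1, split into 1826 and 794, and 2751 in CD45.2 (1896 and 855). Without CD45.1 of LPS mouse 3, 3039 peaks were called in CD45.1. The numbers lower after LPS depended on single libraries. In CD45.1 the number was 1185 and 920 without CD45.1 of LPS mice 2 and 3. In CD45.2 it was 757 and 854 without CD45.2 of untreated mice 5 and 6, and 947 and 840 without CD45.2 of LPS mice 2 and 3. With peak width as an offset, 2109 higher and 1307 lower peaks were called in CD45.1 and 2410 and 888 in CD45.2. In 2448 peaks called in both populations the direction was the same in all (1752 higher, 696 lower), and over all tested peaks the responses correlated (r 0.713, rho 0.708). A factor between the tables at a peak enters both responses alike, so this correlation is not one of LPS alone. In CD45.2 the smallest adjusted p was at an intergenic peak at −43729 bp from the start site of Tlr2, chromosome 3, 83689172 to 83689346, with 14.3 ± 2.84 tags at rest and 155 ± 3.94 after LPS (log2 fold change 3.46, SE 0.279, adjusted p 9.51e-31). It was followed by peaks at Nckap1l, Osbpl8, Tmem260 and Zfp703 (2.98 to 4.48). In CD45.1 the first was a peak near Tmem260, chromosome 14, 49041764 to 49041921, with 10.5 ± 1.68 and 159 ± 27.0 tags (3.92, SE 0.279, adjusted p 2.19e-40), followed by peaks at Smg9, Lyst, Hal and Tasp1 (2.92 to 3.08).

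Whether the difference between populations changed with LPS was tested with the interaction term, in which a constant factor between the tables cancels. At an adjusted p under 0.05, 95 peaks were called (2090 at an unadjusted p under 0.05), 88 with a negative and 7 with a positive term. In 90 of the 95 the difference was smaller after LPS. All 88 peaks with a negative term were higher in CD45.1 at rest. Summed over these 88 peaks, which were chosen for this pattern, CD45.2 had 1190 ± 138 normalized tags at rest and 5569 ± 186 after LPS, 4.68 times as many, and CD45.1 had 4657 ± 707 and 7203 ± 486, 1.55 times as many (SD, n = 3). The smallest adjusted p was at an intergenic peak 9079 bp from the start site of Dppa3, chromosome 6, 122585461 to 122585582, where CD45.2 went from 6.32 ± 1.49 to 62.6 ± 8.29 tags and CD45.1 from 58.6 ± 11.4 to 77.1 ± 3.72 (interaction −2.94, SE 0.421, DESeq2 adjusted p 1.09e-07). Peaks near Ms4a4d, Dppa3 and Fam49a and in an intron of A230028O05Rik followed (−4.01 to −2.26). The alternative that moved the count most was 90% overlap, which left 3127 peaks to test and 7 calls. The count was 51 with the mouse as a block and 27 with total tags. Doubled tags gave 225 calls and edgeR 139. The count was 46 without CD45.2 of untreated mouse 5 and 60 without CD45.1 of untreated mouse 6.

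**Figure D4:**
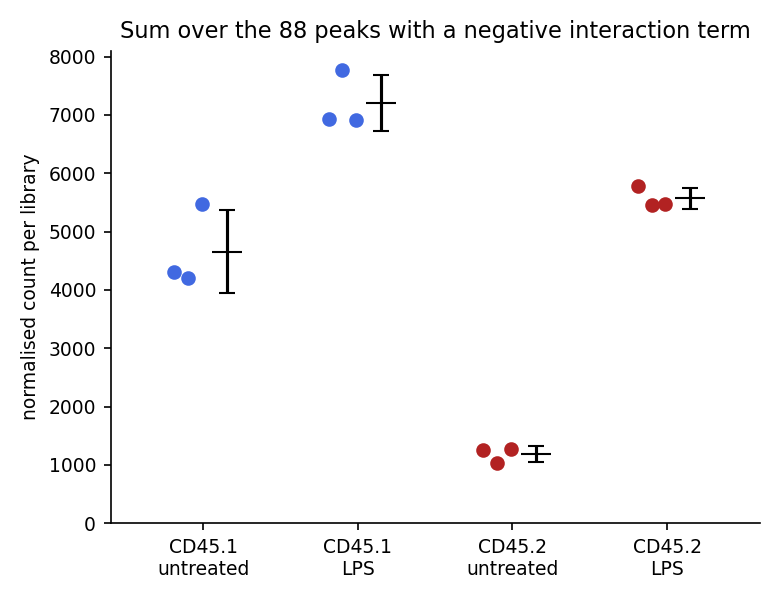
Normalized tags per library summed over the 88 matched peaks with a negative interaction term (points), with the mean and SD of 3 libraries (bars). The peaks were chosen for this pattern, and the CD45.2 sums rise from 1190 to 5569 while the CD45.1 sums go from 4657 to 7203.

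The study sets accessibility beside RNA expression. Genes it names as higher in grafted cells had peaks that were higher in CD45.1 in untreated mice (86 of 99 peaks, median log2 fold change 1.13, or 1.11 with peaks at their bound, fry adjusted p 0.000899) and after LPS (69 of 87, 0.81 or 0.72, adjusted p 0.000615). Genes higher in host cells had peaks higher in CD45.2 at rest (27 of 129 peaks higher in CD45.1, −1.74 or −1.71, adjusted p 0.000333) and after LPS (20 of 91, −0.66, adjusted p 0.00125). Of the 59 peaks of this list called higher in CD45.2 at rest, Sall1 and Klf12 gave 20 each. After LPS they gave 11 and 9 of 26. Both are among the 8 study loci, and the list was not tested without them. Genes with similar RNA levels showed no shift in untreated mice (30 of 62, −0.02, adjusted p 0.745) or after LPS (36 of 59, 0.09, adjusted p 0.0957). The untreated value of this list was 0.035 without CD45.1 of mouse 6. Genes induced by LPS in grafted cells were higher in CD45.1 after LPS (9 of 9 peaks, 1.00, adjusted p 0.000333) and at rest (9 of 12, 0.38, adjusted p 0.0322). The latter did not pass with the mouse as a block (0.0844) or without CD45.1 of mouse 4 (0.0771) or CD45.2 of mouse 4, 5 or 6 (0.0759, 0.0957 and 0.0901). Genes induced in host cells were higher in CD45.1 at rest (36 of 46, 0.50, adjusted p 0.000615) and did not pass after LPS (20 of 34, 0.22, adjusted p 0.0851). There fry's direction was CD45.2 despite the positive median. All 6 peaks of this list that were called higher in CD45.2 after LPS are annotated to Marco. The list passed as higher in CD45.2 without CD45.2 of mouse 2 or 3 (0.0302 and 0.026) and with median-of-ratios factors (0.0477). With peaks within 10 kb of start sites, which leaves out the called Marco peaks, the list passed the other way, as higher in CD45.1 (0.0285). Genes induced in both were higher in CD45.1 at rest (18 of 24, 0.27, adjusted p 0.0188) and not after LPS (9 of 24, −0.17, adjusted p 0.207). At rest this list did not pass without CD45.2 of mouse 5 or 6 (0.063 and 0.0502). Nor did it pass with peaks within 10 kb of start sites (0.42). The 8 study loci had medians of −3.45, or −2.79 at the bound, at rest (14 of 67 peaks higher in CD45.1, adjusted p 2.54e-05) and −3.16, or −2.22, after LPS (11 of 47, adjusted p 0.000333). In total 10 of 14 tests passed 0.05. With camera and its preset correlation 8 passed, and the ones lost were the untreated lists induced in both (0.0852) and in grafted cells (0.0848), which pass with fry.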

Values the study reported

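For untreated chimeras the study reported 58,947 accessible regions corresponding to 16,156 genes, of which 6% were distinct between host and grafted cells. It reported 1506 peaks (941 genes) enriched more than 4-fold in host microglia and 2176 peaks (1465 genes) in graft-derived cells. After the LPS challenge the study counted 46,485 accessible regions (15,390 genes), with 552 peaks (391 genes) higher in host microglia and 841 peaks (618 genes) higher in graft-derived cells. In the Spp1 region it described 3 peaks that were stronger in grafted than in host cells after LPS.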

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

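The tests of mixing, peak width, GC content and depth in this part were chosen after the interaction calls had been seen, while the count over other assignments of LPS was fixed earlier.

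The difference between CD45.1 and CD45.2 cells changed with LPS at 95 of 39235 matched peaks, by DESeq2's test of the interaction itself. The 5 peaks with the smallest adjusted p lay near Dppa3 (chromosome 6, 122585461 to 122585582, interaction −2.94, adjusted p 1.09e-07, and 122600750 to 122600855, −2.46, adjusted p 3.95e-05), near Ms4a4d (chromosome 19, 11634237 to 11634341, −4.01, adjusted p 3.95e-05), in an intron of A230028O05Rik (chromosome 16, 24933973 to 24934087, −2.26, adjusted p 3.95e-05) and near Fam49a (chromosome 12, 12230315 to 12230420, −2.80, adjusted p 7.9e-05). Scaled to total tags, the peak in A230028O05Rik no longer passed (−2.11, adjusted p 0.0853), and that near Ms4a4d had no adjusted p (−3.93), as also without CD45.2 of untreated mouse 6 (−4.73). In 88 of the 95 the term was negative, and all 88 were higher in CD45.1 at rest. In 87 of these CD45.2 rose after LPS at an adjusted p under 0.05, and in 1 CD45.1 fell. CD45.1 rose as well at many of these peaks, such as that near Fam49a (30.3 to 101 tags, against 3.604 to 80.1 in CD45.2). Of the 95, 62 were also called between populations in untreated mice and 1 after LPS. Leaving out 1 library gave 46 to 114 calls, with 46 without CD45.2 of untreated mouse 5 and 60 without CD45.1 of untreated mouse 6.

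CD45.1 cells in the CD45.2 sorts of LPS mice would raise CD45.2 signal at all peaks specific to CD45.1. Such peaks were chosen in the other LPS mice, which cannot lower what mixing adds in the held-out mouse, and at them CD45.2 gave at most 7.03% of the signal of the held-out mouse, while at the 88 peaks it gave 41.3% to 45.5% in LPS and 18.9% to 22.7% in untreated mice. Unequal depth would yield calls where no interaction exists. Counts simulated without one on the 39235 peaks gave 0 to 1 calls in each of 10 draws at the real depths, and 0 to 1 with the untreated libraries at the depth of the LPS libraries. With the real untreated libraries thinned to that depth in 10 draws, a median of 45 peaks was still called (38 to 52), which argues against depth as the source of all calls. Fewer calls than the 95 are also what less data gives for a true change. A GC bias between libraries was tested in the fit with the mouse as a block, which calls 51 peaks. With a GC correction 43 were called, 42 of them shared. Only 1 of the 10 assignments of LPS to 3 of the 6 mice, the real one, gave as many interaction calls, and with 10 assignments the share cannot be under 0.1.

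Peak width stays open for most of the calls. A width that differs between the tables alike for both populations cancels in the interaction. A wider LPS peak could still take in a neighbouring site. With 90% overlap, which leaves little room for such a site, 7 of 3127 peaks were called, all 7 among the 95. Counts simulated without an interaction gave 0 to 1 calls on the 39235 peaks. This argues against width as the source of those 7 calls. Of the matched peaks with the more similar widths in the tables, 37 of 19617 were called, and of the others 58 of 19618 (odds ratio 0.729 within deciles of count, 95% confidence interval 0.482 to 1.10), an interval too wide to tell. The labels give no sequencing batch, so none was tested. A candidate explanation, as a hypothesis, is that host microglia open after LPS part of the chromatin that grafted cells hold open at rest. This hypothesis does not cover the rise of CD45.1 at many of the peaks with a negative term.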

How the results depend on the processing

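No test was chosen for this part after a result was seen, but doubled tags, the GC correction with and without the block, counts over matched peaks alone and repeated peak coordinates are alternatives chosen after seeing the data. Where no cause is given for a change, the cause was not tested.

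In untreated mice, 2237 peaks were higher in CD45.1 and 1567 in CD45.2. A mean count of at least 20 left 686 and 441, because fewer peaks were tested, and matched peaks alone gave 1339 and 814 for the same reason. With no fold limit there were 3558 and 2400. A GC correction with the mouse as a block gave 1321 calls higher in CD45.1. The counts under edgeR, TMM, total tags, no filter, an unadjusted p, shrunken fold changes, doubled tags, the block alone and the GC correction alone stayed within 1.5 times. The 6 fits without 1 library each gave 1347 to 2039 calls higher in CD45.1 and 965 to 1363 higher in CD45.2. Without CD45.2 of mouse 5 they were 1347 and 965, and without CD45.2 of mouse 6 there were 1001 higher in CD45.2.

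After LPS, 874 and 585 peaks were called. A mean count of at least 20 left 146 and 137, again with fewer peaks tested. An unadjusted p gave 1503 and 1081, edgeR 880 and doubled tags 926 higher in CD45.2, and matched peaks alone 561 higher in CD45.1. The mouse as a block gave 525 and 357, and with the GC correction 349 and 349. Fits without 1 library gave 328 to 608 calls higher in CD45.1 and 242 to 377 higher in CD45.2. Calls higher in CD45.1 were 564, 460 and 475 without CD45.1 of mice 1, 2 and 3 and 328 and 392 without CD45.2 of mice 2 and 3. Calls higher in CD45.2 were 242, 316 and 295 without CD45.1 of these mice and 345, 287 and 377 without CD45.2. Fits on fewer libraries call fewer peaks, so this range does not bracket the number.

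Of the interaction, 95 peaks became 51 with the mouse as a block, 43 with the GC correction in that fit, 27 with total tags, 225 with doubled tags and 7 with 90% overlap, where 3127 peaks could be tested (152 had an unadjusted p under 0.05). It gave 139 calls with edgeR, 100 with TMM, 101 with peak width as an offset and 105 with a mean count of at least 20. Without 1 library there were 46 to 114, with 46 without CD45.2 of untreated mouse 5 and 60 without CD45.1 of untreated mouse 6. LPS against untreated gave 4609 calls in CD45.1 and 4466 in CD45.2. With 90% overlap there were 229 and 227, as fewer peaks were tested, and with total tags 2620 and 2751. Fits without 1 library gave 3039 to 4778 in CD45.1, with 3039 without CD45.1 of LPS mouse 3, and 3070 to 4571 in CD45.2.

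The difference in peaks per library (−288.5) became 1873 with repeated coordinates and −1252.5 with a stricter peak score. As a share of merged peaks it was 0.532 percentage points with an overlap of 1 bp and −2.44 points with 50%. Without 1 mouse the difference in peaks ranged from −4886 to 3102. The difference in the share of tags in peaks (1.27 points) ranged from −1.01 (without untreated mouse 4) to 3.19. None was beyond the spread between mice. Near Ptprc, the odds ratio of untreated calls (1.25) was 1.41 within 10 Mb, 1.28 within 50 Mb and 1.246 with edgeR, now past 0.05 (p 0.0388, 0.00281 and 0.0477). After LPS (1.14) it was 0.749 within 10 Mb (p 0.462), 1.45 within 50 Mb and 1.53 with edgeR (p 0.00286 and 0.00344). Shares at promoters kept direction and call under each alternative.

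Of the list tests, 10 of 14 passed, against 8 to 11 under the other settings and 8 to 11 without 1 library. The untreated list induced in both did not pass with peaks within 10 kb of start sites (adjusted p 0.42). Within 10 kb of start sites, the study loci (adjusted p 0.146 at rest and 0.733 after LPS), the genes induced in host cells after LPS (0.0285) and the similar genes after LPS (0.999) turned direction. The similar genes also did at rest without CD45.1 of mouse 5 (0.98), and without 1 library their adjusted p ranged from 0.035 (without CD45.1 of mouse 6) to 0.98. Of 16 tests of single loci, 12 passed, and 11 to 14 under the alternatives, 11 to 12 without 1 library. At its highest peak alone, Ms4a7 turned direction in both tables (−0.0154 and −0.285). Of 78 results for single lists, loci and peaks, 12 changed under an alternative other than leaving out a library, with 7 values weaker, 4 stronger and 6 reversed among 317. Another 7 changed when a library was left out, with 16 values weaker, 3 stronger and 1 reversed among 557. The mouse as a block weakened 3 of 68 values, namely the untreated list induced in grafted cells (adjusted p 0.0844), Apoe after LPS (1.19, adjusted p 0.0529) and the LPS peak of Marco at 122365566 (−5.24, adjusted p 0.116). It changed no other call of these, although untreated Spp1 adjusted over the 8 loci alone also went past 0.05 (0.0712).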

Other observations

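The tests of Sall1, of the IRF motif alone, of mixing with the number of calls and of the excess over peaks of equal GC content were chosen only after these results were seen, and the others before.

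Several technical sources of the peaks that differ between CD45.1 and CD45.2 cells were tested. Passenger DNA around the Ptprc alleles would place the calls near that gene, and 97.8% of the untreated calls lay more than 25 Mb away. Marco and Dbi lie within the 25 Mb, so passenger DNA stays open for the calls there. A donor of another sex would shift tags on chromosome Y in one direction in every mouse, and they were higher in CD45.1 in 3 of the 6 mice. A GC bias between libraries would remove the calls under a GC correction. In the fit with the block, 78.9% of the untreated calls (2339 of 2963) and 74.7% of the LPS calls (659 of 882) remained after it, so GC may add part of the calls and leaves most. The low share of tags in peaks of CD45.2 in untreated mouse 4 changed little, as the calls with that library were 1.15 times those without it. Only 1 of the 10 splits of the 6 untreated libraries, the real one, gave as many calls, and 1 of the 10 splits of the LPS libraries. Of the other 9 splits, 3 also part all 3 pairs of a mouse and 6 part 1 pair, and none of either kind gave as many. With 10 splits the share cannot be under 0.1. The origin of the cells, the irradiation of the host cells and the sorting gate remain as open differences between the populations.

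Fewer peaks were called between the populations after LPS than at rest. Thinned to 41.3% to 64.2% of their tags, the untreated libraries gave 1471 to 1535 calls on matched peaks in 10 draws (median 1516.5), against 981 after LPS and 2152 at full depth. The ratio to the LPS calls had a median of 1.55 and ran from 1.499 to 1.565, so that the lowest draw fell just short of the 1.5 times set beforehand. Depth alone may thus account for part of the difference (from 2152 to a median of 1516.5 calls) and not for the rest. Mixing of the populations in the LPS sorts stays open. At specific peaks chosen in other mice, the foreign share in LPS mice was at most 7.03% in CD45.2 and 6.80% in CD45.1, which are upper limits of mixing. Mixed at these shares in 10 draws, the untreated libraries gave a median of 1395.5 calls, 1.42 times the LPS calls, and when also thinned 786 (766 to 830), 0.801 times the LPS calls. The untreated libraries already held foreign shares of 4.00% to 5.99% in CD45.2 and 3.56% to 7.21% in CD45.1, so mixing at the full share is added to what they hold, and the ratios are lower limits. As the true share of mixing is not known, depth with some mixing and a convergence of the populations after LPS cannot be told apart. The labels give no sequencing batch, so none was tested.

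Distal peaks higher in CD45.1 were poorer in GC than those higher in CD45.2, which could by itself produce motif differences. Within GC quintiles the CEBP odds ratio in untreated mice was 4.57, so GC content alone did not account for it. The IRF motif, with 2.59 as counted, came to 1.11 (0.744 to 1.64) within quintiles, which is consistent with GC content as its source in untreated mice. The consensus search does not tell which factor binds.

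Peaks that LPS raised in CD45.2 were more open in CD45.1 than in CD45.2 of untreated mice. The same untreated CD45.2 libraries in both comparisons would produce this, so the raised peaks were chosen without 1 untreated mouse and measured in it. Over matched peaks of equal mean count, the median excess of the log2 difference was 0.35, 0.46 and 0.78 in held-out mice 4, 5 and 6, above 0 in each, which argues against shared libraries as the source. For peaks raised in CD45.1 it was 0.06, 0.15 and 0.50. Over matched peaks of equal mean count and GC quintile the excess was 0.318, 0.398 and 0.764, which argues against GC content as the source of the whole pattern. By quintile from low to high GC, the excess was 0.68, 0.35, 0.18, 0.05 and −0.0613 in mouse 4, 0.81, 0.37, 0.30, 0.12 and 0.12 in mouse 5, and 1.07, 0.81, 0.58, 0.50 and −0.03 in mouse 6. In the highest quintile it was thus not above 0 in mice 4 and 6 (lowest −0.0613), so the pattern is not shown for the peaks richest in GC. As LPS and table go together, peaks called raised can also reflect the table.

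Sall1 signal varied between the untreated CD45.1 libraries, where CD45.1 gave 10.9%, 14.5% and 2.35% of the signal of mice 4, 5 and 6. CD45.2 cells in the CD45.1 sorts would raise all peaks specific to CD45.2 alike. At such peaks, chosen in other mice, the CD45.1 share was 3.56%, 7.21% and 4.13%, and at Klf12 6.80%, 6.26% and 5.91%, so a mixed sort is unlikely to account for all of the Sall1 signal in mice 4 and 5. Whether some grafted cells open this locus was not tested, and 3 libraries are few.

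Of the list tests, 1 of the 10 splits of the untreated libraries, the real one, gave as many lists with an adjusted p under 0.05 (6 of 7), and 1 of the 10 splits of the LPS libraries did (4 of 7). For the study loci, 1 of the 10 splits gave as many loci in each table (6 of 8). For LPS against untreated, 1 of the 10 assignments gave as many calls in CD45.1 and 1 of the 10 in CD45.2.

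After LPS, 1 of the 4 tested Spp1 peaks was called higher in CD45.1, which is lower than the value quoted from the study above. The call used here needs more than 4-fold, and the study's statement on Spp1 names no fold limit. With no fold limit, 3 of the 4 were higher in CD45.1 at an adjusted p under 0.01.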
